# Genetic and Physiological Activation of Osmosensitive Gene Expression Mimics Transcriptional Signatures of Pathogen Infection in *C. elegans*

**DOI:** 10.1371/journal.pone.0009010

**Published:** 2010-02-02

**Authors:** Anne-Katrin Rohlfing, Yana Miteva, Sridhar Hannenhalli, Todd Lamitina

## Abstract

The soil-dwelling nematode *C. elegans* is a powerful system for comparative molecular analyses of environmental stress response mechanisms. Infection of worms with bacterial and fungal pathogens causes the activation of well-characterized innate immune transcriptional programs in pathogen-exposed hypodermal and intestinal tissues. However, the pathophysiological events that drive such transcriptional responses are not understood. Here, we show that infection-activated transcriptional responses are, in large part, recapitulated by either physiological or genetic activation of the osmotic stress response. Microarray profiling of wild type worms exposed to non-lethal hypertonicity identified a suite of genes that were also regulated by infection. Expression profiles of five different osmotic stress resistant (*osr*) mutants under isotonic conditions reiterated the wild type transcriptional response to osmotic stress and also showed substantial similarity to infection-induced gene expression under isotonic conditions. Computational, transgenic, and functional approaches revealed that two GATA transcription factors previously implicated in infection-induced transcriptional responses, *elt-2* and *elt-3*, are also essential for coordinated tissue-specific activation of osmosensitive gene expression and promote survival under osmotically stressful conditions. Together, our data suggest infection and osmotic adaptation share previously unappreciated transcriptional similarities which might be controlled via regulation of tissue-specific GATA transcription factors.

## Introduction

The innate immune system is an evolutionarily ancient response to pathogen infection [1], [2]. The detection of pathogens provokes the upregulation of numerous antimicrobial peptides and cytokines, as well as the activation of more specific adaptive immune mechanisms, via diverse signaling pathways [3]. Molecular mechanisms of innate immunity appear to be highly conserved, since mammals, flies, and worms all utilize similar signaling pathways to activate innate immune responses.

The nematode *C. elegans* has proven to be a powerful model system for genetic and genomic analysis of innate immunity [4]. *C. elegans* can be infected through both the intestine and hypodermis by several bacterial and fungal pathogens, including the human opportunistic pathogen *Pseudomonas aeruginosa* [5]. Unlike infection in humans, infection and killing of *C. elegans* by most bacterial pathogens does not involve cell invasion, replication, and lysis [6]. Several studies have revealed a prominent role for bacterial produced toxins in nematode killing [7], [8], although the pathophysiological mechanisms of such killing in *C. elegans* are still not clear. Nonetheless, genetic screens have led to the identification of a conserved ASK/p38 MAP kinase signaling pathway that is activated by infection and required for proper infection inducible gene expression, toxin defenses, and normal lifespan [8], [9], [10]. While this conserved signaling pathway plays a critical role in immune responses, the upstream sensory mechanisms that activate p38 MAP kinase signaling in response to infection are poorly understood.

In contrast to the clear roles for p38 MAP kinase signaling pathways in the regulation of innate immune responses in *C. elegans*, the transcription factors functioning downstream of p38 MAPKs to execute infection regulated gene expression programs are less well defined. Recent work [11], [12], [13] has suggested that two *C. elegans* GATA-type transcription factors, *elt-2* and *elt-3*, may promote pathogen resistance and pathogen-inducible gene expression in the intestine and hypodermis, respectively. [11], [12], [13]. GATA type transcription factors are zinc finger containing proteins that bind to a highly conserved DNA sequence motif (‘WGATAR’). GATA factors are conserved from yeast to humans and play crucial roles in numerous developmental and physiological contexts. [14]. The specific role(s) of GATA factors in immunity may be evolutionarily conserved since GATAs in both *Drosophila* and humans also play functionally important roles in pathogen resistance [12], [15], [16]. In *Drosophila*, GATAs function together with rel-type transcription factors, such as *Dif*, *Dorsal*, and *Relish* to promote immune responsive gene expression [15]. Rel family transcription factors also mediate responses to a wide variety of cellular stressors [17]. Interestingly, the *C. elegans* genome does not express known homologs of rel-type transcription factors, suggesting that GATA factors may function as key integrators of cellular stressors and immune responses. Currently, it is unclear whether *C. elegans* GATA factors are involved in the response to specific pathogen signals or to more general pathogen-evoked disruptions in host cell homeostatic processes.

In this work, we show that osmotic stress, a natural environmental stress for *C. elegans*, mimics previously described transcriptional responses to bacterial and fungal infection. Transcriptional profiling of five different osmotic stress resistant (*osr*) mutants reiterated the wild type response to osmotic stress and also exhibited a substantial overlap with numerous infection models, suggesting that the overlap is genetically regulated. Using bioinformatics, transgenic promoter analysis, and loss-of-function studies, we found that two GATA factors, *elt-2* and *elt-3*, are required to mediate osmosensitive gene expression in the intestine and hypodermis, respectively. We also find that simultaneous inhibition of both *elt-2* and *elt-3* suppresses physiological and genetic resistance of animals to osmotic stress. These data add to our understanding of the mechanisms of infection by suggesting that osmotic dyshomeostasis may represent a significant pathophysiological consequence of infection in *C. elegans*. Furthermore, our findings further implicate GATA factors as key post-developmental integrators of diverse stress responses in *C. elegans*. Given the highly conserved links between innate immunity and osmoregulation in mammals, understanding the molecular mechanisms of osmosensing and osmosensitive gene expression in *C. elegans* may also shed new light on mechanisms of pathogen-induced cellular toxicity.

## Results

### Microarray Analysis of the Osmotic Stress Response in *C. elegans*

As a soil-dwelling organism, *C. elegans* is exposed to unstable osmotic environments and must adapt to these environments to survive. Previously, we showed that upregulation of a glycerol biosynthetic enzyme resulted in osmotically induced glycerol accumulation, which is required for proper adaptation to hyperosmotic environments [18]. To better understand how these adaptive responses are transcriptionally specified and to define the physiological processes in which osmotic stress responses might be involved, we carried out a time-course microarray analysis of synchronized young adult worms transferred from isotonic (50 mM NaCl Nematode Growth Media(NGM); 170 mOsm) to non-lethal hypertonic (200 mM NaCl NGM; ∼500 mOsm) growth conditions. Labeled cDNA was hybridized to Affymetrix Genechips containing probes against 22,500 transcripts. To capture both acute and chronic responses to hypertonicity, we measured gene expression changes after 15 minutes, 1 hour, 6 hours, and 1 full generation of growth (∼96 hours) on 200 mM NaCl NGM plates. 

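RNA from wild type N2 worms was measured on 15 Affymetrix C. elegans arrays, 3 for isotonic plates and 3 for each of the 4 exposures to 200 mM NaCl. The text gives 50 mM NaCl for the isotonic plates, whereas the labels of the deposited arrays give 51 mM. The authors normalized the arrays with GC-RMA in the Partek Genomics Suite, and the deposited values are intensities on a linear scale for 22625 probe sets. Their log2 was taken here before any test. The median intensity of an array was between 9.97 and 11.3 in this series, and between 33.0 and 34.5% of the probe sets of an array exceeded a log2 intensity of 6. Log2 values of arrays within a group correlated with r between 0.987 and 0.996 across probe sets. The Affymetrix present calls are not among the deposited values. In their place, the 13866 probe sets with the highest third-highest value over all 30 arrays of the study were tested, which is the number the Methods give. The lowest of these third-highest values was a log2 intensity of 3.24, so part of the probe sets tested lay near the background. Of the 13866 probe sets, 13011 stood for 1 gene, 528 for several genes and 327 for no gene named in the annotation used here.

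Each exposure was compared with the isotonic arrays by moderated contrasts in limma, and a probe set was called at an adjusted p of at most 0.01 and a change of at least 3-fold. All 4 exposures were compared with the same 3 isotonic arrays. Arrays were also simulated with the spread within groups pooled over all 10 groups of the study. When changes were added to those standing for 6 h, 92% of 50 probe sets changed 4-fold were called.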

Our previous studies have shown that these levels of osmotic stress result in activation of osmoregulatory adaptive responses, such as the accumulation of the organic osmolyte glycerol and upregulation of the glycerol biosynthetic enzyme *gpdh-1*, without causing significant lethality [18], [19]

Using stringent statistical criteria (see ‘Methods’), we identified 324 genes whose expression was altered ≥3-fold at one or more timepoint (Figure 1A, Table S1) and refer to these as Osmotically *R*egulated *G*enes (ORGs). 

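The gene gpdh-1, which encodes a glycerol-3-phosphate dehydrogenase, rose by a log2 fold change of 8.57 after 1 h (standard error 0.275, adjusted p = 1.59e-09, n = 3 arrays per group). The inositol transporter gene hmit-1.1 was not called after 15 min and then rose by a log2 fold change of 4.21 after 1 h and of 7.16 after 6 h (standard error 0.236, adjusted p = 2.2e-09 at 6 h, n = 3). On isotonic plates both lay near the array background, as did C06B3.7 and spp-12 below, so these rises are lower bounds. The glucosidase gene aagr-1 was higher at each exposure and reached 4.15 after 1 generation (standard error 0.18, adjusted p = 5.96e-08, n = 3). Of 21 genes of osmolyte synthesis, osmolyte uptake and water transport, 7 were among the ORGs and each of them was higher at its peak, among them the betaine transporter gene snf-3 (2.62 after 1 generation), the aquaporin gene aqp-8 (2.70 after 1 generation) and the trehalase gene tre-3 (1.98 after 6 h). Their number called higher was 1 after 15 min, 4 after 1 h, 5 after 6 h and 5 after 1 generation, and the same when adjusted over the list alone.

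Several rises were limited to part of the time course or were far larger in part of it. C06B3.7, which has no assigned function here, rose by 4.88 after 1 h (adjusted p = 5.43e-11) and was called at no other exposure, and the saposin-like gene spp-12 rose by 4.34 after 6 h (adjusted p = 1.02e-12) and at no other exposure. The asparagine synthetase gene asns-2 (3.62) and ttc-36 (4.21), a tetratricopeptide repeat gene, were called after 1 h alone. At the other exposures ttc-36 rose as well, by less than 3-fold. Its rises were 0.80 after 15 min, 1.03 after 6 h and 1.02 after 1 generation (limma, adjusted p = 0.000215, 3.64e-05 and 4.29e-05). The gene pud-3 rose by 3.81 after 15 min and had no call after 6 h or 1 generation. The noncoding RNA gene tts-1 fell by 6.20 on the log2 scale after 15 min (standard error 0.357, adjusted p = 4.23e-07). The desaturase gene fat-7 fell by 4.14 after 6 h (standard error 0.115, adjusted p = 6.8e-10), and the ion pump gene catp-3 and the sugar transporter gene swt-3 fell at that exposure as well, with changes of -4.38 and -3.78. Y41C4A.32 fell to the background of the arrays at each exposure, with a change of -3.80 after 1 generation. After these falls tts-1, catp-3, swt-3 and Y41C4A.32 lay near the background, at mean log2 intensities of 2.844, 2.679, 2.261 and 2.295, so their falls are lower bounds in size.

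In total, 402 probe sets had an adjusted p of at most 0.01 in the F test over the 4 exposures and a change of at least 3-fold at 1 or more of them, 318 higher and 84 lower at their peak. Of these, 350 stood for 1 gene each and covered 321 distinct genes. With each gene represented by its probe set of highest mean alone, 308 genes were ORGs. The peak fell at 15 min for 146 of the 402 probe sets, at 1 h for 82, at 6 h for 118 and at 1 generation for 56. Calls against the isotonic arrays numbered 216 after 15 min (178 higher), 159 after 1 h (136 higher), 189 after 6 h (97 higher) and 164 after 1 generation (133 higher). With the statistic modelled on SAM they were 87 after 1 h, 31 after 6 h and 101 after 1 generation. With 32 added to each intensity there were 186 ORG probe sets and 105, 67, 89 and 63 calls in order of time, and without probe sets ending in _x_at or _s_at there were 196 and 78, 82, 86 and 72. A call at each of the 4 exposures was found for 39 ORG probe sets and at exactly 1 exposure for 227, and 48 were called higher at one exposure and lower at another.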

We validated our microarray data by performing real-time quantitative PCR on a subset of ORGs from independently derived biological samples. In all cases, the qPCR data correlated well with microarray results (Figure S1). Since osmotic stress causes rapid and significant shrinkage of cells due to osmotically induced water loss [19], we considered the possibility that some ORGs might represent a secondary response to osmotically-induced tissue/cellular damage. To separate damage responsive genes from osmotic response genes, we compared the ORG list to genes regulated by the heavy metal cadmium, which has been used previously as a control for the transcriptional effects of tissue damage [8], [12]. Similar to these previous studies [12], ORGs exhibited significant overlap with genes regulated by Cd^2+^ (78/324 genes, 3.1x enrichment, p<0.001). However, of these 78 genes, only 42.3% (33/78) showed concordance in the direction of transcriptional regulation. Furthermore, the makeup of the Cd^2+^ and osmotic stress responses were functionally distinct. For example, Cd^2+^ induced the expression of 14 heat shock proteins, whereas osmotic stress failed to induce any HSPs and repressed the expression of three HSPs. In addition to these differences between ORGs and Cd^2+^ responsive genes, ORGs did not exhibit significant overlap with transcriptional responses to either ER stress or hypoxia, two additional stressors that are also thought to cause tissue damage [20], [21]. 

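The small heat shock gene hsp-12.3 had the deepest fall among 18 heat shock protein genes with a probe set of their own, by 1.54 on the log2 scale after 6 h (adjusted p = 2.65e-05, n = 3 arrays per group), which is under 3-fold. The ER chaperone gene hsp-4 fell by 0.72 after 15 min (adjusted p = 7.37e-06). The largest rise of the 18 was that of hsp-43, at 0.87 after 1 generation (adjusted p = 0.000184). Of the 18 genes, 0 were called higher and 0 lower by limma at any exposure, both over all probe sets tested and when adjusted over the list alone, and the alternative statistic modelled on SAM gave 0 as well. At an unadjusted p under 0.05, 3 were higher and 10 lower after 15 min, 3 and 8 after 1 h, 1 and 8 after 6 h, and 3 and 9 after 1 generation. The mean log2 fold change of the list was lowest after 6 h, at -0.31 (camera, adjusted p = 0.000318, and adjusted p = 0.0262 with an estimated correlation).

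Probe sets shared by several genes were not in that list. Under the names of Table S1, the probe set of hsp-16.49, a small heat shock gene, fell by 2.66 after 15 min (adjusted p = 0.00238) and by 3.67 after 6 h. Those of the Hsp70 family genes F44E5.5 and F44E5.4 fell by 3.41 and 3.67 after 15 min (adjusted p = 0.000116 and adjusted p = 3.35e-05). The paper gives the heat shock proteins as its example that the responses to cadmium and to osmotic stress were functionally distinct, and from its comparisons concludes that most of the osmotic response differs from those to other damaging stressors.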

(Figure S2). Together, these data show that the majority of the transcriptional response to osmotic stress is largely distinct in both composition and function from other damage-inducing environmental stressors.

**Figure 1:**
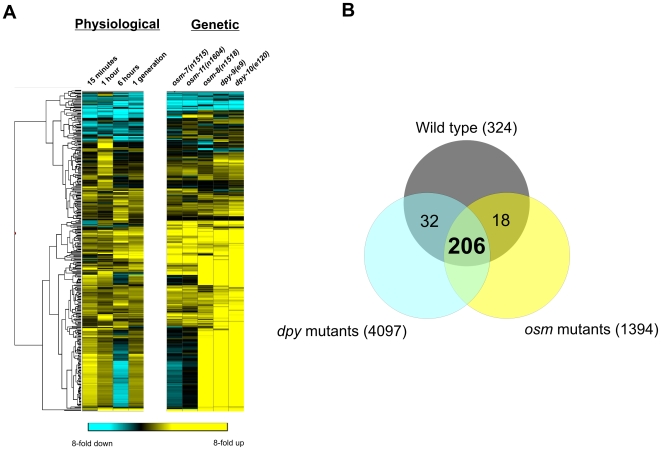
Expression profiling of the hypertonic stress response in *C. elegans*. (A) Hierarchical clustered heat map of gene expression changes associated with physiological activation of osmosensitive gene expression (200 mM NaCl for the indicated time interval) and the regulation of those genes in various osr mutants under normal conditions (50 mM NaCl). For filtering and statistical criteria, see ‘Methods’. (B) Venn diagram showing the overlap between genes differentially regulated by osmotic stress, *osm* mutants, and *dpy* mutants.

### OSR Mutants Activate the ORG Transcriptional Program in the Absence of Osmotic Stress

To further determine whether activation of ORGs was responsive to tissue damage or to genetically regulated activation of osmosensitive signaling pathways, we performed microarray analysis of five osmotic stress resistant (*osr*) mutants grown under isotonic conditions. *osr* mutants exhibit many of the physiological characteristic of wild type animals adapted to hyperosmotic stress, such as high *gpdh-1* expression, glycerol accumulation, and resistance to normally lethal levels of hypertonicity [18], [22]. However, unlike wild type animals, *osr* mutants mis-express these phenotypes under isotonic conditions, suggesting that *osr* mutants encode genes that are negative regulators of osmosensitive signaling pathways and that loss of function mutations in *osr* genes cause constitutive activation of these pathways. 

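The osr mutants were measured on 15 further arrays, 3 each for osm-7(n1515), osm-8(n1518), osm-11(n1604), dpy-9 and dpy-10 worms grown on isotonic plates. For dpy-10, the labels of the arrays and the list of strains give the allele e128, whereas the legend of Table S6 gives e120. The 15 arrays and the 3 isotonic N2 arrays were fitted together in limma, and each mutant was compared with N2 at the same thresholds as the wild type series. The median intensity of an array was between 10.4 and 12.3 in the osm mutants and between 13.9 and 14.5 in the dpy mutants. Arrays of 1 mutant correlated across probe sets with r between 0.983 and 0.994. Over all probe sets tested, the median log2 fold change was -0.07 in osm-7, -0.16 in osm-8, -0.11 in osm-11, -0.23 in dpy-9 and -0.22 in dpy-10, and the changes given for the mutants were not shifted by these medians.

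The transcripts of the mutated genes could not be used to check the labels of the strains. In N2 the log2 intensity of osm-7 was 3.19, that of osm-8 was 2.38 and that of dpy-9 was 4.53, and dpy-10 has no probe set of its own in the annotation used here. The transcript of osm-11 had a log2 intensity of 8.47 in N2 and was higher by 2.51 in osm-11(n1604) worms and by 2.24 to 2.89 in the other 4 mutants. The transcript of osm-7 was unchanged in osm-7(n1515) and higher by 4.66 in dpy-9.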

The *osr* mutants *osm-7* and *osm-11* encode homologous secreted proteins that may also function as Notch ligands [22], [23], *dpy-9* and *dpy-10* encode extracellular matrix collagens, and *osm-8* encodes a secreted mucin-like protein (Rohlfing and Lamitina, in preparation). *osr* mutants exhibit no obvious signs of cellular or tissue damage under isotonic conditions [22] (our unpublished observations). Therefore, the genes transcriptionally regulated by *osr* mutants are likely responsive to osmosensitive signaling pathways rather than secondarily responsive to tissue damage.

Using stringent statistical criteria (see ‘Methods’), we found that the genes regulated by *osr* mutants are largely overlapping with each other and with wild type ORGs (Figure 1B, Tables S2, S3, S4, S5, S6). 

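The gene hmit-1.1 was raised in all 5 mutants, with log2 fold changes of 7.54 in osm-7, 7.86 in osm-8, 6.84 in osm-11, 8.16 in dpy-9 and 8.94 in dpy-10 (standard error 0.204, adjusted p = 1.33e-12 in osm-7, n = 3 arrays per group). The glycerol enzyme gene gpdh-1 was raised by 6.39, 4.57, 5.36, 6.15 and 7.42 in the same order (standard error 0.267, adjusted p = 1.04e-09 in osm-8, where it rose least). The glutathione S-transferase gene gst-10 rose in each mutant as well, from 2.61 in osm-11 to 7.04 in dpy-10. The desaturase gene fat-7 and Y41C4A.32, both lower under hypertonic conditions, were lower in each of the 5, fat-7 by 2.26 to 3.10 on the log2 scale. In N2 hmit-1.1, gpdh-1 and fmo-2 lay near the array background (mean log2 intensity 2.563, 3.215 and 2.135), and in the mutants so did Y41C4A.32, so the changes given for these 4 genes are lower bounds in size. Other large changes divided the strains. The flavin monooxygenase gene fmo-2 rose in osm-7 (5.89) and osm-11 (8.38), and the fatty acid binding gene far-3 rose by 6.58 in osm-8, 7.10 in dpy-9 and 6.72 in dpy-10. The collagen gene col-60 rose by 8.42 in dpy-9 and 7.25 in dpy-10, whereas the collagen gene col-101 fell by 6.50 in dpy-9 and fell by 7.24 in dpy-10.

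At the thresholds used, 293 probe sets were called in osm-7 (256 higher), 1220 in osm-8 (1097 higher), 471 in osm-11 (441 higher), 3330 in dpy-9 (2223 higher) and 3926 in dpy-10 (2511 higher). With 32 added to each intensity the calls were 137, 603, 214, 1622 and 2057 in that order, and without probe sets ending in _x_at or _s_at 168, 655, 287, 1918 and 2234. Of the 256 probe sets higher in osm-7 and the 441 higher in osm-11, 204 were shared, where lists drawn independently would share 8.14. For osm-8 and dpy-10, 1038 higher probe sets were shared (199 for independent lists), and for dpy-9 and dpy-10, 2005 (403 for independent lists). Of the ORG probe sets higher at their peak, 97 were also higher in osm-7 (5.87 for independent lists), 202 in osm-8 (25.2), 112 in osm-11 (10.1), 239 in dpy-9 (51) and 255 in dpy-10 (57.6). Of those lower at their peak, 19 were lower in osm-7 (0.224), 13 in osm-8 (0.745), 15 in osm-11 (0.182), 13 in dpy-9 (6.71) and 16 in dpy-10 (8.57). Every comparison used the same 3 isotonic N2 arrays, and 100 simulations of unchanged groups set against shared controls gave 0 shared calls, but held at most 1 call per comparison and so set no expected number. Part of the excess may still come from these shared controls, and with only 3 of them it could not be split off.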

Activation or repression of gene expression tended to be more robust in the *osr* mutants when compared to wild type animals exposed to 200 mM NaCl (Figure 1A), suggesting that *osr* mutants cause strong and constitutive osmoresponsive gene expression. 

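The gene hmit-1.1 changed more in 4 of the 5 mutants than at its wild type peak, and pud-3, which peaked after 15 min in wild type, rose by 5.39 in dpy-10 (standard error 0.283, adjusted p = 8.56e-11, n = 3 arrays per group) but had no call in osm-7 or osm-11. The genes C06B3.7 and spp-12, each raised at 1 exposure in wild type, were called in none of the 5 mutants. The noncoding RNA gene tts-1, which fell in wild type, was not called in osm-7, dpy-9 or dpy-10 and was higher in osm-8 (1.64) and osm-11 (2.19). Over the 402 ORG probe sets, the median size of the log2 fold change was 1.09 in osm-7, 2.13 in osm-8, 0.883 in osm-11, 2.67 in dpy-9 and 3.11 in dpy-10, and 2.18 at the wild type exposure with the largest change. The change was larger in the mutant than at that exposure for 19.9% of the ORG probe sets in osm-7, 51.0% in osm-8, 20.9% in osm-11, 58.2% in dpy-9 and 64.7% in dpy-10. The difference in size passed limma's test as larger for 35 probe sets and as smaller for 213 in osm-7, for 135 and 123 in osm-8, 42 and 226 in osm-11, 184 and 109 in dpy-9, and 205 and 83 in dpy-10. The peak exposure favours wild type, since the ORGs were chosen on it. Against the mean of the 4 exposures, the share with a larger change was 51.7% in osm-7, 68.4% in osm-8, 41.0% in osm-11, 76.6% in dpy-9 and 80.8% in dpy-10. This mean favours the mutants, and its median size was 1.1. It dilutes the changes of the 227 ORG probe sets called at exactly 1 exposure, and opposite changes, as in the 48 called both ways, cancel in it. From the size of the changes, the paper proposes that the osr mutants cause strong and constitutive expression of osmoresponsive genes.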

Of the genes physiologically regulated by osmotic stress in wild type animals, 63.5% (206/324) were also regulated by all five *osr* mutants under isotonic conditions (Figure 1B), which is a highly significant enrichment (p<0.001). 

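The genes gpdh-1, aagr-1, gst-10, gst-4 and Y41C4A.32 were called at all 4 wild type exposures and in all 5 mutants. Y41C4A.32 lay above the background in the isotonic N2 arrays alone (mean log2 intensity 6.093, SD 0.633). Its means in every other group were between 2.295 and 2.989, so its calls cannot be told apart from a difference of the 3 isotonic N2 arrays. For aagr-1, a glucosidase gene, the log2 fold change in the mutants was between 5.24 in dpy-9 and 6.37 in dpy-10 (standard error 0.165, adjusted p = 3.61e-12 in osm-7, n = 3 arrays per group). For gst-4, a glutathione S-transferase gene, it was between 2.52 in osm-8 and 5.49 in dpy-10 (standard error 0.265, adjusted p = 1.09e-06 in osm-8). The sugar transporter gene swt-3 was lower in osm-7 (-3.43) and osm-11 (-2.72), as in wild type, and higher in osm-8 (1.61). Of the 402 ORG probe sets, 78 (19.4%) were called in each of the 5 mutants, and 74 of these moved as at the wild type peak in every mutant. Figure 1B shows the osm mutants as 1 set and the dpy mutants as another. A call in at least 1 osm mutant and at least 1 dpy mutant was found for 264 (65.7%), in an osm mutant alone for 23, in a dpy mutant alone for 42, and in none of the 5 for 73. By strain, the calls among the ORG probe sets were 127 in osm-7 (31.6%), 241 in osm-8 (60%), 136 in osm-11 (33.8%), 278 in dpy-9 (69.2%) and 296 in dpy-10 (73.6%). Every comparison used the same 3 isotonic N2 arrays, and 100 simulations of unchanged groups against shared controls held 0 ORG probe sets, so they give no expected overlap. Part of the overlap may come from these shared controls.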

The transcriptional profiles of the five *osr* mutants fell into two distinct patterns, with the Notch ligands mutants *osm-7* and *osm-11* and the mucin protein mutant *osm-8* exhibiting a high degree of similarity to the wild type ORG dataset and the collagen *dpy-9*, and *dpy-10* regulating a partially overlapping and much larger set of transcripts that was less similar to the wild type ORG dataset (Figure S3). 

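The asparagine synthetase gene asns-2, raised in wild type after 1 h, rose by 2.88 in osm-7, 3.05 in osm-8, 3.19 in osm-11, 4.85 in dpy-9 and 4.26 in dpy-10 (standard error 0.262, adjusted p = 1.04e-06 in osm-7, n = 3 arrays per group). The lysozyme gene ilys-2, higher after 6 h and 1 generation in wild type, rose by 7.32 in osm-7 and by 7.49 in osm-11, and by 5.36 in osm-8. The gene srlf-34, which has no assigned function here, rose by 7.90 in osm-8, 7.94 in dpy-9 and 7.90 in dpy-10, and by 2.41 in osm-7 and 2.53 in osm-11. Across the ORG probe sets, the changes in osm-7 correlated with those in osm-11 with r = 0.880, and those in osm-8 with dpy-9 (r = 0.867) and dpy-10 (r = 0.891) more than with osm-7 (r = 0.308) or osm-11 (r = 0.370). The changes in dpy-9 and dpy-10 correlated with r = 0.945. Unchanged groups simulated against the shared controls gave r = 0.495 for a pair of mutants. With the mean of the 4 wild type exposures, r was 0.554 for osm-7, 0.515 for osm-8, 0.423 for osm-11, 0.548 for dpy-9 and 0.634 for dpy-10. By rank (Spearman's rho) these were 0.543, 0.408, 0.416, 0.393 and 0.491, with osm-7 highest and dpy-9 lowest. At single exposures the order differed. With the changes after 6 h, r was 0.713 for osm-7, 0.120 for osm-8, 0.569 for osm-11, 0.120 for dpy-9 and 0.269 for dpy-10, and with those after 15 min it was 0.112, 0.566, 0.00216, 0.607 and 0.610. Unchanged groups simulated against shared controls gave r between 0.489 and 0.495 after 6 h and between 0.488 and 0.502 after 15 min.

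These correlations run across probe sets, which are not independent replicates, and each pair of comparisons shares the 3 isotonic N2 arrays. Unchanged groups simulated against shared controls gave r between 0.618 and 0.633 with the mean of the exposures. Those groups held noise alone, so their r, here and above, sets no level for the r of the ORGs. By itself r does not separate a common response from shared controls. The covariance was 1.16 for osm-7, 1.2 for osm-8, 0.802 for osm-11, 1.47 for dpy-9 and 1.67 for dpy-10, against a simulated covariance of 0.0422 to 0.0432. For the pair osm-7 and osm-11 it was 2.40, and for osm-8 and dpy-10 it was 3.78, against 0.0429 in the simulations. These values exceed what noise within groups gives through shared controls. The ORGs were chosen on the same isotonic arrays, which the simulations do not copy, so the part from shared controls is not settled.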

Genes specifically regulated by the *osm-7* and *osm-11* mutants were not enriched for known Notch signaling targets [24], suggesting that these proteins may have other regulatory roles in addition to their roles in Notch signaling. *osr* mutant transcriptional profiles did not exhibit significant overlap with transcriptional responses to heat shock, hypoxia, or ER stress, further demonstrating that *osr* mutant activation of osmosensitive gene expression is highly specific (data not shown). Taken together, these data suggest that the *osr* mutants genetically activate a transcriptional program that is also physiologically activated by hyperosmotic stress in wild type *C. elegans*.

### OSR Mutants and Osmotic Stress Mimic Innate Immune Transcriptional Responses

Among the genes regulated by both osmotic stress and the *osr* mutants, we noticed an enrichment for several genes and gene classes previously associated with microbial infection in *C. elegans*. These included neuropeptide like proteins (*nlp*), caenicin (*cnc*), and c-type lectin (*clec*) gene classes (Figure 2B). These genes are thought to function as antimicrobial peptides in *C. elegans* and many are induced by both bacterial and fungal infection [11], [25]. 

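Of 8 caenacin genes measured, cnc-3, cnc-4 and cnc-7 were among the ORGs, and cnc-7 rose by a log2 fold change of 4.78 after 6 h (standard error 0.315, adjusted p = 1.07e-06, n = 3 arrays per group). Of 39 nlp genes, 6 were among the ORGs, each higher at its peak, with the largest rise in nlp-29, by 2.74 after 1 h (standard error 0.245, adjusted p = 1.61e-05). Of 65 clec genes, 8 were higher and 2 lower, and clec-49 rose most, by 3.24 after 6 h (standard error 0.412, adjusted p = 0.000196). In the mutants, higher calls numbered 3 for cnc and 5 for nlp in osm-7, 6 and 14 in osm-8, 3 and 7 in osm-11, 6 and 15 in dpy-9, and 6 and 16 in dpy-10, with none lower at these thresholds. For clec, in that order of strains, the numbers higher were 9, 15, 17, 20 and 27, and those lower 2, 2, 2, 7 and 9. The lectin gene clec-60 rose by 5.02 in osm-8, and cnc-6 by 4.44. Against the 10350 genes tested, with 1 probe set per gene, the ORGs held 12.6 times the cnc genes that their number gives (Fisher's exact test, adjusted p = 0.00209), 5.17 times the nlp genes (adjusted p = 0.00161, exact) and 5.17 times the clec genes (adjusted p = 6.74e-05, exact). Genes called in 1 or more osm mutants held 6.76 times as many cnc genes (adjusted p = 0.000113, exact), 3.23 times as many nlp genes and 3.47 times as many clec genes (adjusted p = 1.01e-07, exact). Genes called in 1 or more dpy mutants held 2.33 times as many cnc genes (adjusted p = 0.0189, exact), 1.35 times as many nlp genes (adjusted p = 0.168, exact) and 1.72 times as many clec genes (adjusted p = 0.000314, exact). The last value turned with no filter on dim probe sets, to 0.843 times (adjusted p = 0.277, exact). The values for the ORGs also moved over the alternatives set before the data were examined. They ranged from 5.45 to 22.4 times for cnc, from 1.51 to 8.50 for nlp and from 2.71 to 7.80 for clec. Since the paper picked out these 3 classes on the same arrays, the tests are not independent evidence.

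As whole lists, cnc did not pass camera's test at any wild type exposure, and at 6 h its median of -0.25 and its mean of 0.38 differed in sign, with the test pointing to a fall (adjusted p = 0.628). The nlp list had a mean of 0.31 after 1 h (adjusted p = 0.029, and adjusted p = 0.239 with an estimated correlation) and the clec list one of 0.40 after 6 h (adjusted p = 0.000154, and adjusted p = 0.0144 with an estimated correlation). Of the 10 epidermal antimicrobial nlp genes measured, 5 were among the ORGs, and their mean after 1 h was 1.09 (adjusted p = 4.76e-05, and adjusted p = 0.0548 with an estimated correlation). When adjusted over each list alone, the number of members called at an exposure was the same for cnc, nlp and clec.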

We found that virtually all of these immune effectors were strongly upregulated by both osmotic stress and *osr* mutants (Figure 2C). 

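The lectin genes clec-48, clec-49 and clec-50 were higher at each of the 4 exposures and in each of the 5 mutants, and clec-50 reached a log2 fold change of 2.75 after 6 h (standard error 0.0824, adjusted p = 1.16e-09, n = 3 arrays per group) and of 3.79 in dpy-10 (standard error 0.126). The caenacin gene cnc-7 rose by 6.26 in osm-7 (standard error 0.213, adjusted p = 1.15e-11) and by 6.11 in dpy-10, and the gene nlp-20 by 1.89 after 6 h and by up to 4.25 in dpy-10. The gene nlp-25 rose by 1.70 after 1 h, 5.14 in osm-8, 4.53 in dpy-9 and 3.62 in dpy-10, and had no call in osm-7 or osm-11. The gene cnc-4 rose by 2.39 after 1 h and was lower after 6 h (-1.75) and 1 generation (-1.82), whereas it was higher in every mutant, by 2.87 in osm-7 and 6.04 in dpy-9. The lectin gene clec-47 was lower after 1 generation (-2.17) and in osm-7 (-5.61), osm-8 (-3.82), osm-11 (-5.08) and dpy-10 (-2.77), and clec-5 was lower after 6 h (-1.80) and called in no mutant. Of the 16 genes of Figure 2C, all of which were measured, 13 were higher at 1 or more exposures and 3 were lower at 1 or more. In the mutants, 10 were higher in osm-7, 12 in osm-8, 11 in osm-11, 14 in dpy-9 and 14 in dpy-10, and 10 of the 16 were higher in all 5. The number called was the same at each exposure when adjusted over the list alone. The mean of the 16 was 1.34 after 1 h (camera, adjusted p = 2.26e-13, and adjusted p = 0.00128 with an estimated correlation). Since the study chose these genes on the same samples, these counts are not independent evidence.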

To test whether ORGs overlapped more broadly with infection regulated genes, we compiled a list of all genes known to be regulated by bacterial or fungal infection in *C. elegans* and compared this list with our ORG dataset [10], [11], [12], [25], [26]. We found that 52.4% of ORGs (170/324) were differentially regulated in at least one model of infection, which represented a significant enrichment over that expected for two randomly distributed datasets (1.4 fold enrichment, p<0.001; Figure 2A). ORGs exhibited significant overlap with infection regulated genes from 6/8 datasets representing exposure to seven different pathogen models (Table S7). Among all pathogen datasets, ORGs exhibited the most significant enrichment for genes regulated by infection with the gram positive pathogen *M. nematophilium*, which induces a protective inflammatory cell swelling response in the post-rectal epithelial cells [27]. ORGs also exhibited a highly significant enrichment in genes regulated by *P. aeuroginosa*, whose mechanism of killing is strongly influenced by environmental osmolarity [7]. While the expression of many ORGs and infection regulated genes, such as the *nlp*, *cnc*, and *clec* genes, exhibited concordance in their regulation under osmotic stress and infection conditions, some genes, such as the organic osmolyte accumulation enzyme *gpdh-1*, which encodes a glycerol-3-phosphate dehydrogenase, was strongly upregulated by osmotic stress but downregulated by most models of infection. These data show that genes transcriptionally regulated by both osmotic stress and infection are highly similar in many respects. However, *C. elegans* can discriminate osmotic stress from infection, as evidenced by the specific upregulation of *gpdh-1* by hyperosmotic stress.

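The log2 intensity of gpdh-1 was 7.71 ± 0.349 (SD, n = 3 arrays) after 15 min, 11.79 ± 0.297 after 1 h, 9.75 ± 0.0968 after 6 h and 8.21 ± 0.658 after 1 generation. On the isotonic plates it was near the array background, with an SD of 0.135 between 3 arrays. All 3 arrays of each exposure lay above the range of the isotonic arrays. As folds of the geometric means, the rises were 22.6-fold, 381-fold, 92.7-fold and 31.9-fold. The paralog gpdh-2, which encodes a second glycerol-3-phosphate dehydrogenase, was called after 1 h alone, with a log2 fold change of 1.61.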

**Figure 2:**
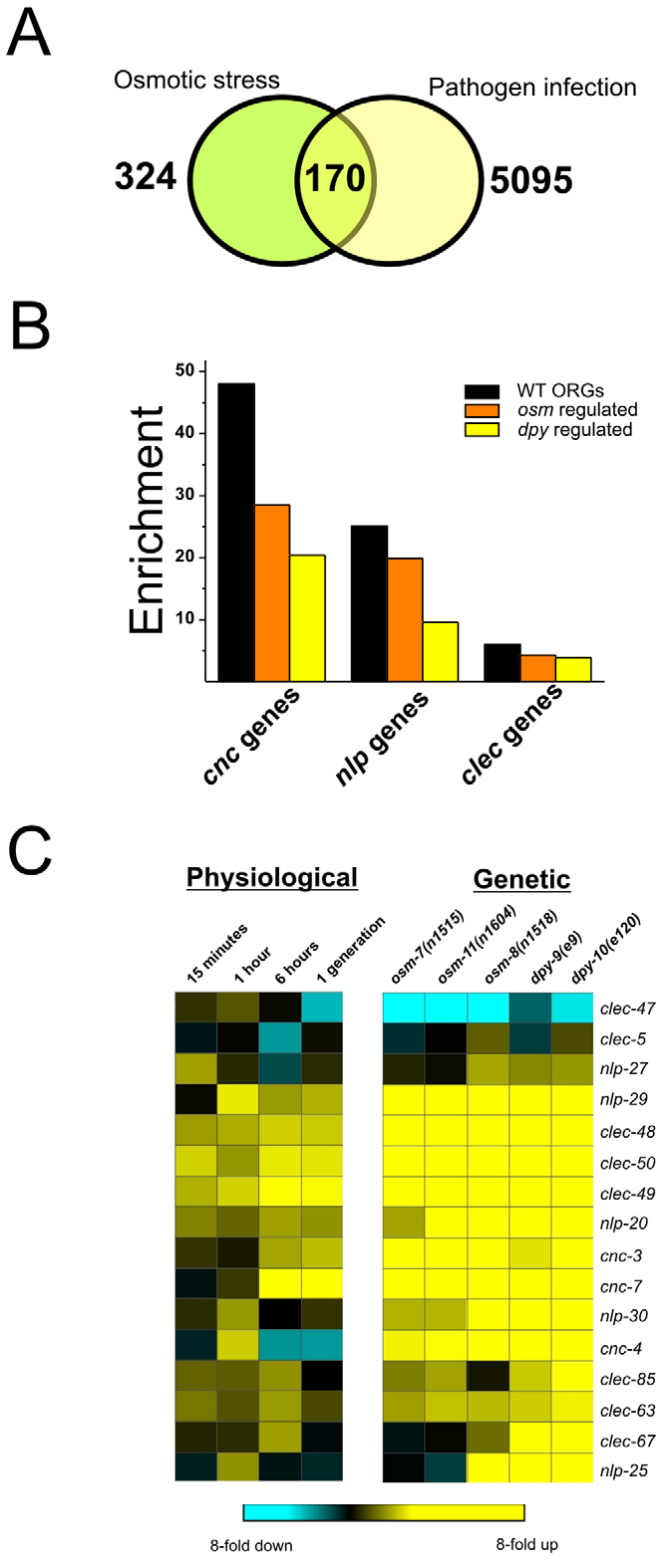
Osmotically regulated genes exhibit significant overlap with pathogen regulated genes. (A) Venn diagram showing the genes in common between osmotic stress and a compilation of all pathogen microarray data. Pathogen data were compiled from existing microarray datasets [10], [12], [25], [26] to obtain 5095 unique genes that were significantly regulated in at least one model of infection. (B) Enrichment of the indicated gene class among genes regulated by osmotic stress in wild type or under isotonic conditions in *osm* and *dpy* mutants. (C) Hierarchical clustering of antimicrobial *cnc*, *nlp*, and *clec* gene expression in osmotically stressed wild type or unstressed *osm* and *dpy* mutants.

### The Promoters of ORGs Are Enriched for GATA Transcription Factor Binding Motifs

We used single gene RNA interference to test the *in vivo* functional requirements for 280/324 ORGs but failed to observed significant affects on survival, growth, and reproductive capacity in osmotically challenged wild type animals or in various sensitized genetic backgrounds (*rrf-3*, *gpdh-1*, *gpdh-2*, *gpdh-1;gpdh-2*, and *osm-11;* data not shown). This suggested that, like other complex physiological processes such as ageing [28], the transcriptional responses of individual genes play subtle roles in the response to hyperosmotic stress. Given these results, we hypothesized that regulatory genes, such as transcription factors, might exhibit more robust phenotypes with regards to the activation of osmosensitive gene expression and *in vivo* osmotic stress resistance. To identify transcription factors that might regulate osmotic stress responses *in vivo*, we first performed an unbiased search of the promoters (1Kb) of all upregulated ORGs and their *C. briggsae* orthologs for transcription factor binding sites using all binding motifs described in the TRANSFAC motif database (www.gene-regulation.com; see ‘Methods’). Using this approach, we identified several transcription factor binding motifs that were enriched in the ORG dataset (Figure 3A). The broadest and most statistically significant motif enrichment was for the GATA type transcription factor binding motif (Figure 3A). The consensus GATA motif found in the promoters of ORGs is highly similar to the previously published motif for *C. elegans elt-2* (Figure 3B; ‘ACTGATAAGG’) [29]. Within the promoter of the most strongly regulated ORG *gpdh-1*, GATA sites were located ∼250 bp upstream of the ATG start codon. This region shows high sequence conservation between multiple nematode species (Figure 3C), suggesting that GATA sites and/or additional motifs might play functionally important roles in the activation of osmosensitive *gpdh-1* expression.

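Among the genes of the 318 ORG probe sets that were higher, the measured rise of gpdh-1 was the largest at 15 min and at 1 h, and after 6 h and 1 generation that of hmit-1.1 was larger (5.41 after 1 generation, standard error 0.236, adjusted p = 5.96e-08 in limma, n = 3 arrays per group). After 15 min the log2 fold change of gpdh-1 was 4.50 (adjusted p = 6.43e-07), after 6 h it was 6.54 (adjusted p = 2.09e-08) and after 1 generation 5.00 (adjusted p = 2.35e-07). Both genes lay near the array background on isotonic plates (mean log2 intensity 3.215 for gpdh-1 and 2.563 for hmit-1.1), so these changes are lower bounds and their order is not settled.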

**Figure 3:**
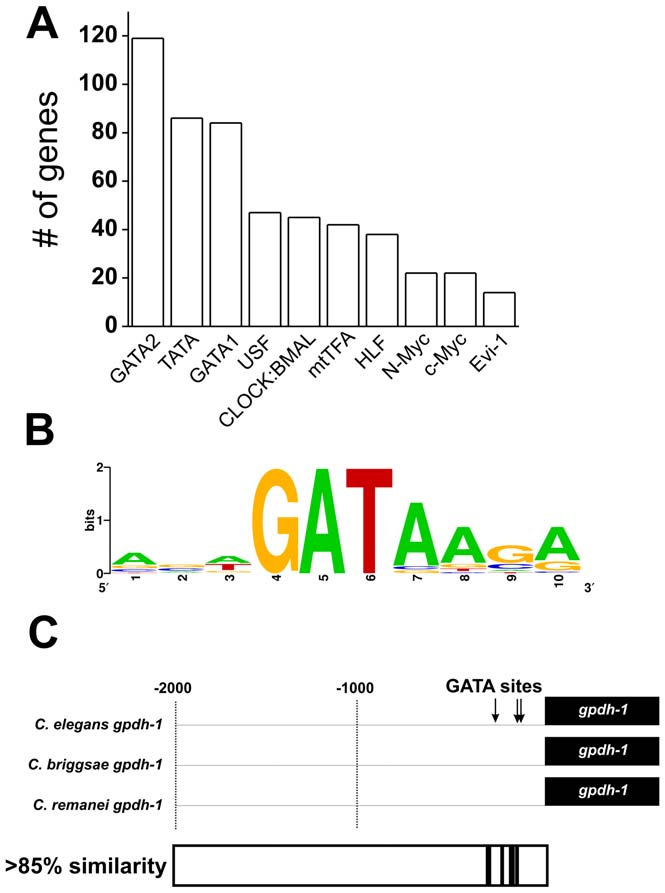
GATA transcription factor binding sites are over-represented among upregulated ORGs. (A) TRANSFAC-annotated transcription factor DNA binding motifs with enrichment scores >1.5 and p-values<0.05 in both *C. elegans* and *C. briggsae* ORGs. The number of ORGs with each motif is plotted. For details of enrichment analysis, see ‘Methods’. Only binding motifs with p-values of <0.05 in both *C. elegans* and *C. briggsae* datasets are shown. GATA - GATA binding protein 2; TATA - TATA sequence binding protein; USF - Upstream stimulatory factor (USF1 and USF2); Clock:BMAL - brain-muscle-ARNT-like protein 2 (ARNT-2); mtTFA - mitochondrial transcription factor A; HLF - hepatic leukemia factor; N-Myc - neuroblastoma MYC oncogene; c-Myc - c-myc proto-oncogene; Evi-1 - Ecotropic viral integration site 1 transcription factor. (B) Consensus GATA2 motif from 181 occurrences in the *C. elegans* ORG dataset. (C) Analysis of the gpdh-1 promoter from *C. elegans*, *C. briggsae*, and *C. remanei*. Regions containing >85% identify among all three promoters are indicated in black shading.

### GATA Sites Are Required for Physiological and Genetic Regulation of *gpdh-1* Expression in the Intestine and Hypodermis

To determine whether GATA binding sequences were required for genetic and physiological activation of *gpdh-1* expression, we constructed a series of *gpdh-1* promoter deletions joined to the coding sequence for GFP and analyzed their ability to mediate osmosensitive GFP expression in live transgenic animals. Constructs containing 251 bp base pairs of promoter sequence, which contain all conserved GATA binding sites, were sufficient to mediate osmosensitive GFP expression (Figure S4). However, constructs containing 114 bp of promoter sequence, which did not include consensus GATA sites, failed to induce GFP when exposed to hypertonic conditions, suggesting that sequences within the −114 to −250 region are required for activation of osmosensitive *gpdh-1* expression. Since this region contains three predicted GATA binding sites, we hypothesized that these sites were required in *cis* to mediate osmosensitive *gpdh-1* expression. To test this hypothesis, we utilized site directed mutagenesis to convert the consensus ‘GATA’ sequence to ‘CAAA’ in the context of a full length (3.0 Kb) *gpdh-1* promoter for all three predicted GATA binding sites (Figure 4A). Similar alterations have been shown to inhibit GATA-DNA interactions and block transcriptional transactivation [30]. Transgenic animals expressing either wild type or mutated GATA constructs were analyzed for their ability to respond to both physiological activation by high salt (Figure 4B,C) and genetic activation by *osr* mutants (Figure 4D,E). The wild type *gpdh-1p::GFP* expression was robustly induced in the hypodermis and intestine of wild type animals following brief (4 h or 8 h) exposure to 200 mM NaCl (Figure 4B,C). RNAi inactivation of both *osm-7* and *osm-11*, which negatively regulate *gpdh-1* expression [18], also resulted in robust GFP expression in the intestine and hypodermis under isotonic conditions (Figure 4D,E). In contrast, all ΔGATA-*gpdh-1p::GFP* transgenic lines failed to express significant levels of GFP even after 8 hours of exposure to 200 mM NaCl (Figure 4B,C). Genetic activation of *ΔGATA*-*gpdh-1p::GFP* by inhibition of *osm-7* and *osm-11* was also strongly attenuated. Interestingly, in response to genetic activation, intestinal expression was completely eliminated in *ΔGATA*-*gpdh-1p::GFP*, but hypodermal expression frequently persisted in both mutants (Figure 4D,E), suggesting that additional factors are likely to participate in the regulation of *gpdh-1* expression in the hypodermis. These data demonstrate that GATA motifs are absolutely required in *cis* for robust physiological and genetic activation of *gpdh-1p::GFP* expression in the intestine and partially required for genetic activation of *gpdh-1p::GFP* in the hypodermis.

**Figure 4:**
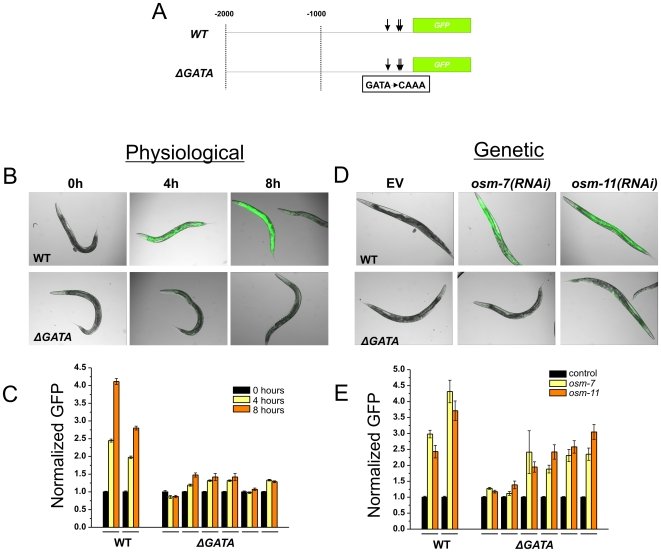
GATA binding sites are required in *cis* for physiological and genetic activation of *gpdh-1* expression. (A) Schematic diagram of the *gpdh-1* promoter constructs, with the location of GATA binding sites and the mutagenized sequences indicated by arrows. (B) Animals expressing either the wild type (top) or ΔGATA *gpdh-1p::GFP* transgene (bottom) were exposed to 200 mM NaCl for 4 or 8 hours before being imaged (B) or quantified using the COPAS Biosort (C). For COPAS data, n>100 young adult animals for two independent wild type lines and six independent ΔGATA lines. (D) Animals carrying either the wild type (top) or the ΔGATA *gpdh-1p::GFP* transgene (bottom) were fed *osm-7(RNAi)* or *osm-11(RNAi)* for two generations. The RNAi treatment was highly effective in all lines, as 100% of *osm-7(RNAi)* or *osm-11(RNAi)* animals exhibited an osmotic stress resistance (*osr*) phenotype. (E) The induction of GFP following EV, *osm-7*, or *osm-11* RNAi was measured on the COPAS Biosort; n>100 for all lines. Horizontal lines indicate data from independent transgenic lines.

### Tissue-Specific GATA Factors *elt-2* and *elt-3* Function Together to Mediate *In Vivo* Osmosensitive Gene Expression and Whole Animal Osmotic Stress Resistance

The above data suggested that one or more GATA factors may play functionally important roles in the regulation of osmosensitive gene expression and *in vivo* osmotic stress resistance in *C. elegans*. Previous studies demonstrated that the GATA factor *elt-3* is necessary for osmotically induced gene expression in the hypodermis [11] and we confirmed this result (Figure 5). To determine whether additional GATA factors regulate intestinal *gpdh-1* expression, we used RNAi to post-embryonically inhibit the expression of 10/14 *C. elegans* GATA factors in animals expressing *gpdh-1p::GFP*. We found that RNAi against one GATA factor, *elt-2*, attenuated osmotically induced GFP expression in the intestine without substantially affecting hypodermal GFP expression (Figure 5). *elt-2(RNAi)* also suppressed the genetic activation of intestinal, but not hypodermal, *gpdh-1p::GFP* expression in the *osr* mutant *osm-7* (Figure 5). The effect of *elt-2(RNAi)* on osmotic stress responses was not simply due to a general defect in intestinal gene expression, since *elt-2(RNAi)* exhibited normal expression of an intestinal ER-stress reporter (*hsp-4p::GFP*) (data not shown).

**Figure 5:**
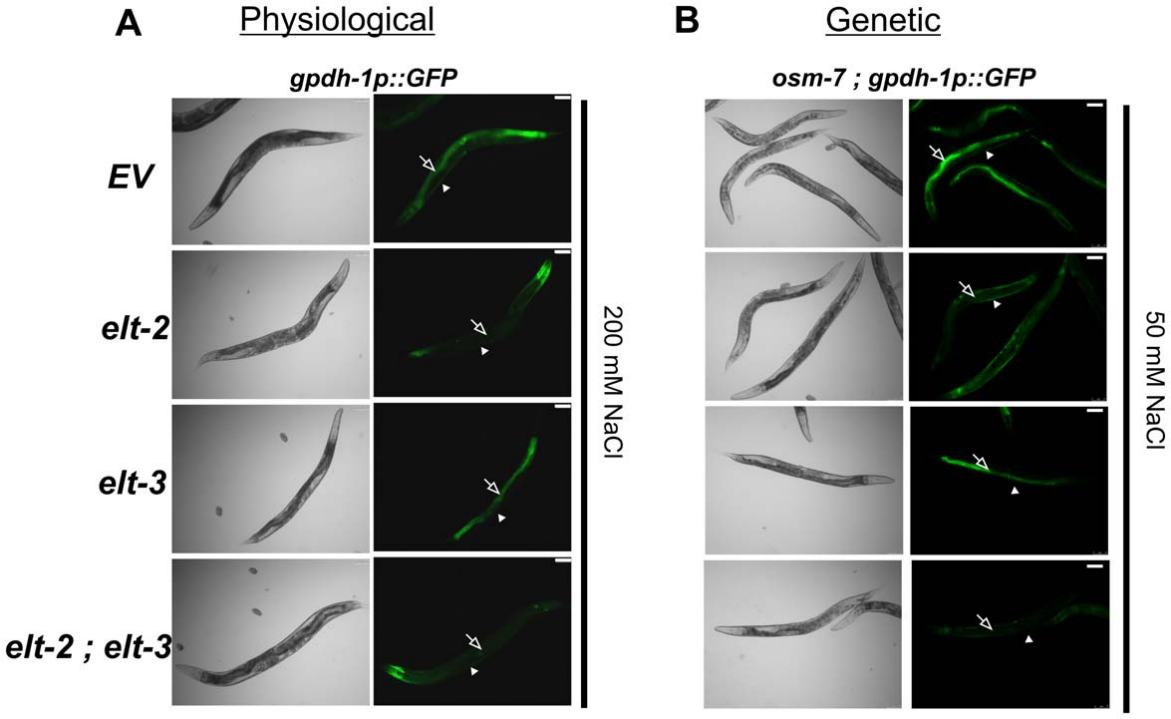
The GATA factors *elt-2* and *elt-3* mediate cell-type specific activation of *gpdh-1* expression following physiological or genetic activation. (A) *gpdh-1p::GFP* animals exposed to the indicated RNAi treatments were exposed to 200 mM NaCl for 24 hours and GFP was imaged. Scale bar = 75 µ. (B) *osm-7(n1515); gpdh-1p::GFP* animals were exposed to the indicated RNAi treatments under isotonic conditions and GFP was imaged. Scale bar = 75 µ. Open arrows point to the intestine and closed arrowheads point to the hypodermis.

Previous studies have shown that both *elt-3* and *elt-2* play functionally important roles in the innate immune responses to both fungal and bacterial pathogens [11], [12], [13]. Since osmotic stress induces robust transcriptional responses in both the hypodermis and intestine, we hypothesized that hypodermal *elt-3* and intestinal *elt-2* might play additive roles in mediating *in vivo* osmotic stress resistance. To test this hypothesis, we measured the survival of *elt-2(RNAi)*, *elt-3(gk121)*, and double mutant *elt-2(RNAi); elt-3(gk121)* animals following exposure to hyperosmotic stress. Each of the single *elt* mutants survived a hyperosmotic challenge as well as wild type animals (Figure 6A). However, the *elt-2; elt-3* double mutant showed greater sensitivity to hyperosmotic stress that either of the single mutants (Figure 6A). We also tested whether *elt-2* and/or *elt-3* were required for genetically endowed osmotic stress resistance using the *osr* mutant *osm-8*. The chronic osmotic stress resistance phenotype of *osm-8(n1518)* mutants was not significantly suppressed in either *elt-2(RNAi)* or *elt-3(gk121)* backgrounds (Figure 6B). However, *osm-8(n1604); elt-2(RNAi); elt-3(gk121)* triple mutants exhibited a significant reduction in chronic osmotic stress resistance (Figure 6B). The phenotype of the triple mutants was not due to defects in the general health of the animals, since survival under isotonic conditions was indistinguishable from control animals (data not shown). These data show that the GATA factors *elt-2* and *elt-3* play overlapping and/or redundant roles in both physiological and *osm-8*-induced genetic regulation of in *vivo* osmotic stress resistance in *C. elegans*.

**Figure 6:**
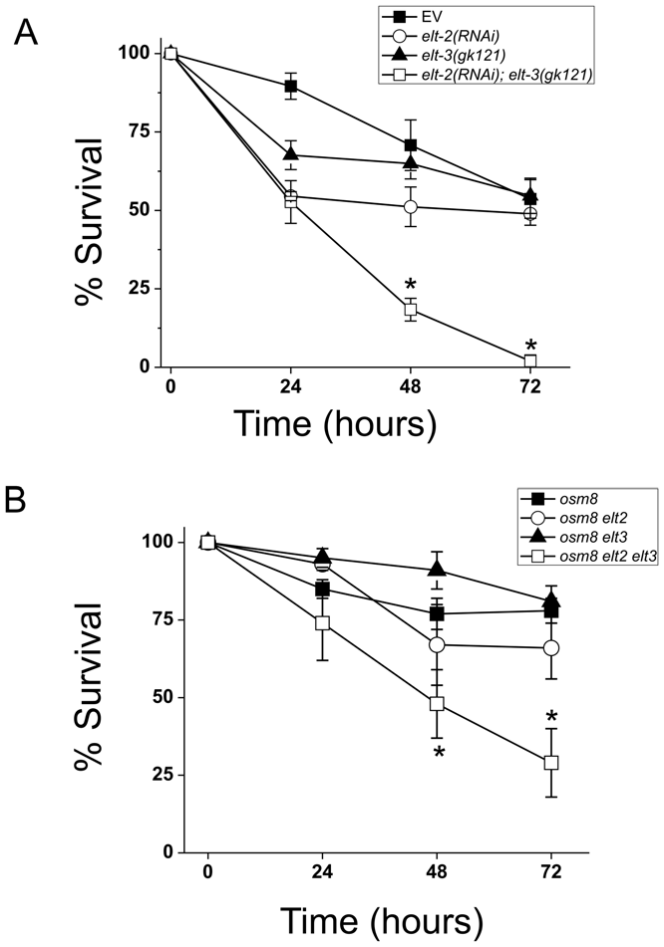
The GATA factors *elt-2* and *elt-3* are required to mediate physiological and genetic resistance to hyperosmotic stress in *vivo*. (A) Wild type or *elt-3(gk121)* animals were exposed to either control (EV) or *elt-2(RNAi)* treatment as described in ‘Methods’. Young adult animals were transferred to 500 mM NaCl plates and survival was measured each 24 hour period. Animals that died from bagging or crawling up the edge of the plate were censored at the time of the event. N>50 animals per genotype. (B) *osm-8(n1518)* or *osm-8(n1518); elt-3(gk121)* animals were exposed to either control (EV) or *elt-2(RNAi)* treatment as described in ‘Methods’. Young adult animals were transferred to 500 mM NaCl and survival was measured each 24 hour period. Animals that died from bagging or crawling up the edge of the plate were censored at the time of the event. N>40 animals per genotype. * - p<0.05.

## Discussion

Previous studies of infection in *C. elegans* have noted that transcriptional responses to infection appear highly specific and exhibit little significant overlap with other forms of well-studied environmental stress, such as heat shock and ER stress [12], [13]. However, infection by diverse types of pathogens gives rise to common transcriptional signatures [26], the etiology of which is not clear. Here, we find that activation of the osmotic stress response in *C. elegans*, either through physiological or genetic mechanisms, can mimic common transcriptional responses to a diverse array of infection models in *C. elegans*. The mechanism(s) by which activation of osmotic stress responses mimic infection is currently unclear but one intriguing mechanism may relate to infection-induced disruptions in osmotic homeostasis. For example, many pathogens, via their production of pore-forming toxins and Type III secretion systems, create ion and water permeable pores in the plasma membrane [31]. Due to the standing electrochemical ion gradients present in all cells, the insertion of these relatively non-selective pores will allow such gradients to collapse, producing osmotic dyshomeostasis [32], [33]. In this regard, osmotic stress may mimic early pathophysiological responses to infection. Consistent with this hypothesis, there is also a substantial overlap between the ORGs identified in this study and genes regulated by exposure of *C. elegans* to a purified pore-forming toxin [8]. In the future, it would be interesting to test whether common transcriptional signatures of infection in *C. elegans* are reduced following infection with toxin-compromised pathogens.

Functional links between infection and osmotic stress have also been observed in other systems. For example, in mammals, T-cell activation in the thymus occurs in hypertonic environments, the maintenance of which requires the rel-type transcription factor NFAT5/TonEBP [34]. NFAT5/TonEBP is also an essential mediator of hypertonicity-induced transcriptional responses in diverse cell types, including the extremely hypertonic environment of the inner medulla of the mammalian kidney [35], [36]. In *Drosophila*, salt stress induces a broad transcriptional response that includes the induction of numerous infection regulated genes [37]. Along with the present studies in *C. elegans*, these data suggest the intriguing hypothesis that cellular osmotic stress may be an evolutionarily conserved and physiologically significant activator of immune responses. Interestingly, the *C. elegans* genome does not contain rel-type transcription factors similar to NFAT5/TonEBP, suggesting that the functional links between osmotic stress and immunity may have preceded the evolution of this family of transcription factors. *C. elegans* should provide an outstanding model system in which to better explore the functional, molecular, and evolutionary relationships between immunity and osmotic stress.

In animals, the molecular mechanisms regulating osmosensing and osmosensitive gene expression are not well understood. As mentioned above, the rel factor NFAT5 is essential for osmosensitive gene expression in mammals, yet *C. elegans* does not express a homolog of this or any other rel factor. Therefore, the transcription factor(s) controlling osmosensitive gene expression in *C. elegans* have remained mysterious. Our data reveal an important role for two GATA-type transcription factors, *elt-2* and *elt-3*, in this process. Both GATA factors are also required for other developmental and non-developmental processes [11], [12], [13], [38], [39], [40], [41], [42], suggesting that additional factors most likely coordinate with *elt-2* and *elt-3* to determine their specific responses. For example, while *elt-2* is required for both osmosensitive and infection-inducible gene expression, the *sek-1*/*pmk-1* p38 MAP kinase signaling pathway is only required for pathogen-induced transcriptional responses and not osmosensitive gene expression [11] (our unpublished observations). Therefore, multiple upstream signaling pathways may converge on GATA factors to determine their specific transcriptional outputs. Such convergence may lead to an enrichment of GATA factors at signaling-appropriate promoters, possibly through interactions with specific transcriptional cofactors or other signaling components. Such a mechanism could explain how inducible activation of GATA factors might regulate a more restrictive set of transcriptional targets. It is also intriguing to note the parallels between our findings on the role of *elt-2* and studies of another developmentally required transcription factor, *skn-1*, which is required for oxidative stress responses in the *C. elegans* intestine. Multiple signaling pathways converge on *skn-1*, which integrates these signals to coordinate appropriate responses to ageing, insulin signaling, caloric restriction, and oxidative stressors [43], [44], [45], [46], [47]. Further studies will be required to determine whether *elt-2*, like *skn-1*, exhibits direct regulation of localization, DNA binding, and/or activity in response to osmotic stress and/or infection.

In conclusion, our findings show that both osmotic stress and pathogen infection regulate similar transcriptional targets in *C. elegans*. Tissue-specific GATA-type transcription factors *elt-2* and *elt-3* play a major role in coordinating both of these gene expression programs and are required for the response to osmotic stress. Our studies functionally link cellular osmotic stress responses with innate immunity and suggest that osmotic dyshomeostasis might represent a new and evolutionarily significant paradigm for the physiological basis of host cell pathogen sensing.

## Materials and Methods

### *C. elegans* Strains and Transgenics

All strains were maintained using standard culture methods and fed with the *E. coli* strain OP50. NGM media was made hypertonic by the addition of NaCl to the indicated concentration. The following strains were used: LGI: *kbIs5(gpdh-1p::GFP; rol-6);* LGII: *dpy-10(e128)*, *osm-8(n1518)*; LGIII: *osm-7(n1515)*; LGIV: *dpy-9(e12)*; LGX: *osm-11(n1604)*, *elt-3(gk121)*. Unless otherwise noted, all strains were grown at 20°C. The wild type N2 strain was obtained from the *Caenorhabditis elegans* Genetic Stock Center.

*gpdh-1::GFP* reporter constructs were created using PCR or site directed mutagenesis of the construct described in [18]. Site directed mutagenesis was carried out using the QuickChange System (Stratagene) and all mutations were verified by DNA sequencing. For both deletion and ΔGATA transgenics, wild type animals were injected with 150 ng/µl of a *myo3p::dsRed2* plasmid and 30 ng/µl of the relevant *gpdh-1* construct using standard microinjection methods [48]. For quantification, animals carrying the extrachromosomal arrays were placed into a COPAS Biosort (Union Biometrica) and animals expressing dsRed were separated from non-transgenic animals in the gating window. GFP expression from dsRed+ animals was normalized to worm size (time-of-flight) and each sample was normalized to the mean of the corresponding control, as indicated in each figure.

### *C. elegans* Growth and Collection for Microarray Analysis

Hypochlorite synchronized L1 stage wild type animals were grown to the young adult stage on standard NGM plates. Worm were washed off plates using isotonic M9 solution (∼170 mOsm) and placed onto NGM plates containing 200 mM NaCl for 15 minutes, 1 hour, or 6 hours. For the steady state samples, synchronized L1 stage animals were placed onto NGM plates containing 200 mM NaCl and allowed to grow to the young adult stage. For all samples, 1000 adult worms were collected into 1.5 ml tubes using gating criteria on the COPAS Biosort that excluded L4 and younger animals. Immediately following sorting, worms were pelleted at 2,000 RPM and the supernatant was aspirated, leaving ∼100 µl on top of the worm pellet. 400 µl of Trizol was added and the solution was vortexed for two minutes. Worms were stored at -80° until RNA isolation. For each timepoint, five individual replicates were performed. The best three preparations (as determined by Agilent Bioanalyzer analysis and spectrophotometric readings) were used for RNA labeling and hybridization. The remaining two preparations were used for qPCR validation of microarray results.

### RNA Isolation and Microarray Analysis

Total RNA was extracted using a combined Trizol (Invitrogen)/RNAeasy (Qiagen, Valencia, CA) column method. Purified total RNA was submitted to the University of Pennsylvania Microarray Core facility for RNA quality control, labeling, and hybridization to Affymetrix *C. elegans* GeneChips. All protocols were conducted as described in the Affymetrix GeneChip Expression Analysis Technical Manual. Briefly, 2 µg of total RNA was converted to first-strand cDNA using Superscript II reverse transcriptase primed by a poly(T) oligomer that incorporated the T7 promoter. Second-strand cDNA synthesis was followed by in vitro transcription for linear amplification of each transcript and incorporation of biotinylated CTP and UTP. The cRNA products were fragmented to 200 nucleotides or less, heated at 99°C for 5 min and hybridized for 16 h at 45°C. The microarrays were then washed at low (6X SSPE) and high (100 mM MES, 0.1M NaCl) stringency and stained with streptavidin-phycoerythrin. Fluorescence was amplified by adding biotinylated anti-streptavidin and an additional aliquot of streptavidin-phycoerythrin stain. A confocal scanner was used to collect fluorescence signal at 3 um resolution after excitation at 570 nm. The average signal from two sequential scans was calculated for each microarray feature.

Affymetrix .cel files for all arrays were uploaded into the Partek Genomics Suite and intensity values were normalized using the GC-RMA algorithm. Using Affymetrix present/absent calls, 13,866/22,625 probes were ‘present’ in at least 3/30 datasets, and these probes were used for all subsequent statistical analysis. Data across the wild type series was analyzed using the Significance analysis of Microarrays (SAM) algorithm (to calculate the False Discovery Rate (FDR)[49]) and genes with a ≤1% FDR and ≥3-fold change were considered Osmotic Regulated Genes (ORGs). Data were further manually curated to add annotation or remove pseudogenes or genes no longer predicted to be expressed using data available in Wormbase (WS190), resulting in the final list of 324 ORGs. All microarray data are MIAME compliant and have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE19310.

### Quantitative PCR

cDNA was reverse synthesized from 1 µg total RNA (Superscript II kit, Invitrogen, Carlsbad, CA) and qPCR was performed using an ABI7300 thermocycler and TaqMan probe sets (Applied Biosystems, Foster City, CA). Each reaction was performed in 20 µl reactions in technical triplicate or quadruplicate from 2–3 biological replicates. Data were normalized to expression levels of *cpt-6*, which encodes a carnitine palmitoyl transferase whose expression levels are unchanged by hypertonicity. Initial test showed that data normalization using probes against *clh-3* and *lam-3*, whose expression was also unchanged by hypertonicity, showed similar results to those achieved with *cpt-6* (data not shown).

### Survival Assays, RNA Interference, and COPAS Biosort Analysis

Survival assay were performed by placing 10–20 young adult animals onto OP50-seeded NGM plates containing the indicated amount of NaCl. Animals were scored for survival after 24 hours. Worms were considered dead when they failed to respond to harsh plate tapping and light touch with a platinum wire. Animals that died as the result of internally hatched progeny (“bag-of-worms” phenotype) were censored from the analysis. Each NaCl concentration was repeated in quadruplicate and each assay was repeated 2–3 times. Figures illustrate the data from one representative experiment.

For the *elt-2* RNAi experiments, L1 stage animals were fed control RNAi bacteria (HT115 containing the pPD129.36 empty vector (EV) plasmid) for 24 hours at 16°, washed from plates, and distributed to EV or *elt-2(RNAi)*(from MRC RNAi library; sequence confirmed) plates for 72 hours at 16° prior to either survival assays or COPAS measurements. Using these conditions, we were able to circumvent the developmental arrest phenotype of *elt-2(RNAi)* and still achieve ∼90% knockdown of *elt-2* mRNA, as assessed by qPCR (data not shown). For survival assays, *EV(RNAi)* and *elt-2(RNAi)* animals were transferred to NGM RNAi plates containing the indicated levels of NaCl and survival was measured as described above. For COPAS assays, *kbIs5* animals were washed onto new RNAi plates containing the indicated RNAi clone and either 50 mM or 200 mM NaCl. At the indicated timepoints, animals were analyzed on a COPAS Biosort for time-of-flight (TOF) and GFP expression. Raw data were filtered to select adult animals (TOF>300) and the GFP data was normalized to the TOF measurement (GFP/TOF).

### Motif Analysis

1 kb of promoter sequence (upstream of the start ATG) from each gene in Groups 2–5 of the *C. elegans* ORG dataset (foreground dataset) and their *C. briggsae* orthologs were searched for the presence of a transcription factor binding motif using the 811 motifs or Positional weight Matrices (PWM) in TRANSFAC 10.2 (www.gene-regulaiton.com). We also performed the search using 8451/8956 *C. elegans/C. briggsae* ortholog pairs that exhibited detectable expression in our microarray data (background dataset) The motif scan was done using a previously described tool, PWM_SCAN [50]. A stringent percentile score threshold of 0.95 was used to consider a motif “present” in a gene promoter. The percentile score of 0.95 means that the score was above the 95^th^ percentile of range of scores achievable by a PWM. For a motif, given the number of matches in the foreground dataset (ORGs), the p-value corresponding to the motif occurrence was estimated based on 1000 random samplings of the background dataset and computing the fraction of times that the motif occurence equaled or exceeded its occurrences in the foreground dataset. Only motifs with p-values<0.05 in both the *C. elegans* and *C. briggsae* datasets were considered significant.

### Statistical Analysis

Data are presented as means ± S.E. Survival and qPCR gene expression data were analyzed using either the Student's T-test or one-way ANOVA, as implemented in Graphpad Prism (San Diego, CA). Enrichment scores and enrichment significance were calculated as previously described [51]. For enrichment analysis, we used 13,866 (the number of expressed genes in our ORG microarrays) as the total number of genes. P-values<0.05 were taken to indicate statistical significance.

## Supporting Information

Figure S1 qPCR validation of hypertonic stress microarray data. cDNA prepared from two independent biological replicates was used as the template for quantitative RT-PCR (see methods). Data shown are the mean fold changes (hypertonic/isotonic) ± S.D. Microarray data are the mean fold changes from 3 independent samples.
(0.47 MB TIF)

Figure S2 ORGs do not exhibit significant overlap with other stress-induced transcriptional responses. ORGs were compared to previously published microarray studies of the endoplasmic reticulum unfolded protein response (UPR) and the response to hypoxia [20], [21]. The enrichment score and the hypergeometric p-value of enrichment was calculated as described previously [49].
(0.38 MB TIF)

Figure S3 Pearson Correlation analysis between WT ORGs and osr mutants. The pairwise Pearson Correlation coefficient was determined between each dataset. Each experimental replicate is shown under the indicated genotype.
(0.77 MB TIF)

Figure S4 Truncation analysis of the gpdh-1 promoter. Transgenic animals containing the indicated lengths of the gpdh-1 promoter (from start ATG) were fused to GFP using a PCR fusion method [52]. GFP expression in transgenic animals was quantified on a COPAS Biosort following exposure to either 50 mM NaCl or 200 mM NaCl. N>150 animals for each measurement.
(0.42 MB TIF)

Table S1 Osmotically regulated genes in wild type following 15 minute, 1 hour, 6 hour, and 1 generation of exposure to 200 mM NaCl and their regulation in five *osr* mutants (Excel file).

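Of the 337 probe sets in Table S1, each of which was tested, 336 were also ORG probe sets here, and 66 ORG probe sets found here are not in the table. Of these 66, 61 stood for 1 gene and 5 for several. The table has 325 rows, and 12 of them merge 2 probe sets of a gene. In the 313 rows with 1 probe set, the 4 wild type columns were within 1% of ratios of geometric mean intensities in all 313. The 5 mutant columns were within 1% of ratios of arithmetic mean intensities in all 313, so folds of wild type and of mutants in 1 row follow different definitions. In the column of osm-7 the ratio of geometric means came within 1% for 123 of the 313 rows. For example, the table gives gpdh-1 a fold of 86.3 in osm-7, where the ratio of geometric means was 84.1.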

(0.10 MB XLS)

Table S2 Genes regulated in *osm-7(n1515)* mutants and their regulation in four other *osr* mutants (Excel file).
(0.06 MB XLS)

Table S3 Genes regulated in *osm-8(n1518)* mutants and their regulation in four other *osr* mutants (Excel file).
(0.23 MB XLS)

Table S4 Genes regulated in *osm-11(n1604)* mutants and their regulation in four other *osr* mutants (Excel file).

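Tables S2, S3 and S4 list the genes regulated in the 3 osm mutants. Of the 286 probe sets in Table S2, 272 were also called in osm-7 here, of the 1204 in Table S3, 1173 were called in osm-8, and of the 450 in Table S4, 434 were called in osm-11. The lysozyme gene ilys-3 rose by 6.86 in osm-8, 6.92 in osm-11 and 4.43 in osm-7 (standard error 0.297, adjusted p = 2.67e-08, n = 3 arrays per group).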

(0.09 MB XLS)

Table S5 Genes regulated in *dpy-9(e12)* mutants and their regulation in four other *osr* mutants (Excel file).
(0.59 MB XLS)

Table S6 Genes regulated in *dpy-10(e120)* mutants and their regulation in four other *osr* mutants (Excel file).

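The gene H23N18.5, which has no assigned function here, rose by a log2 fold change of 9.11 in dpy-9 (standard error 0.157, adjusted p = 3.83e-16, n = 3 arrays per group), and it rose by 8.56 in dpy-10 and 6.58 in osm-8. Another gene without an assigned function, R12E2.7, rose by 8.92 in dpy-9 and 7.88 in dpy-10. In N2 both lay at the array background (mean log2 intensity 2.279 for H23N18.5 and 1.919 for R12E2.7), so these rises are lower bounds. Only the first 1997 rows of Table S5 and of Table S6 were available here, so their overlap with the calls was not computed.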

(0.70 MB XLS)

Table S7 Overlap between ORGs and genes regulated by eight different models of pathogen infection (Excel file).
(0.02 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

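The study measured RNA from C. elegans on 30 Affymetrix GeneChips, 3 for each of 10 groups. The groups were N2 worms on isotonic plates, N2 worms after 15 min, 1 h, 6 h and 1 generation on 200 mM NaCl, and, on isotonic plates, 3 osm mutants (osm-7, osm-8, osm-11) and 2 dpy mutants (dpy-9, dpy-10). The authors normalized the arrays with GC-RMA in the Partek Genomics Suite, and the deposited values are intensities on a linear scale, 1 per probe set and array. The plan assumed that the deposited values were on a log2 scale, so their log2 was taken before every test. The table holds 22625 probe sets, of which 77 are Affymetrix controls. Of the 22548 others, 20766 stand for 1 gene in the annotation used here, 887 for several genes and 895 for none that is named.

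Present calls were not among the files, so the 13866 probe sets with the highest third-highest value over the 30 arrays were tested. Fits were made in R 4.3.3 with limma 3.58.1, 1 over the 15 arrays of the wild type series and 1 over the 18 isotonic arrays. Adjusted p-values of genes come from limma's moderated tests with the Benjamini-Hochberg adjustment, and all of them measure the spread between 3 samples per group. A probe set was called at an adjusted p of at most 0.01 and a change of at least 3-fold, and an ORG had to pass the F test over the 4 exposures and change by at least 3-fold at 1 or more of them. Standard errors are those of the moderated contrasts, and SDs are those between the 3 arrays of a group. Gene lists were tested with camera in limma, at a preset correlation between genes of 0.01 and again with an estimated correlation, over 34 lists and 9 comparisons (306 tests, threshold 0.05), with 1 probe set per gene, the one with the highest mean. Classes were tested for enrichment with Fisher's exact test against 10350 genes. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

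The comparisons, thresholds, alternatives and the rule for naming genes were written before the data were examined, although the tables of the paper had been seen. Genes were named when the paper names them, when they were among the 10 largest rises or falls in wild type or the 5 largest in a mutant with all 3 values outside the range of the isotonic arrays, or when they were among the 4 members of a list with the largest change. Probe sets for several genes were not named, except in the heat shock alternative. The lists of the genes of Figure 2C, of tyrosine degradation, of cuticle collagens and of sperm genes were chosen from the tables of the study and are not independent evidence on these samples. The same holds for the cnc, nlp and clec classes, which the paper picked out on these samples.

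Alternatives changed 1 choice at a time. They covered the filter, the samples in the fit, a statistic modelled on SAM and written for this purpose, the variance prior, centring and quantile normalization, an added intensity of 32, probe sets ending in _x_at or _s_at, genes in place of probe sets, the thresholds, a replicate block, each array left out in turn, the composition of the ORGs and the correlation between genes. Arrays were also regrouped, in 100 groupings with the real one included for the results over several groups and in all 10 ways for each comparison of 3 arrays with 3. Recovery of changes was tested on simulated data, and shared controls were simulated 100 times. With 3 arrays per group, the number of arrays limits the precision, and for probe sets near the background the signal does, so that a change from or to such a level is a lower bound in size wherever it is given. The search for GATA sites was not run, since no genome sequence was among the files. The quantitative PCR, reporter, survival and RNA interference experiments have no values among the files and were not analysed here.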

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

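The tests of scaling, of shared signal, of fewer oocytes, of a single isotonic array and of the ORGs without probe sets of several genes or without those that follow the sperm list in wild type were chosen only after the results were seen.

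Sperm genes differed between groups in both series, and the paper does not discuss them. Of 57 sperm genes, 35 were among the ORGs, which makes them 11.4% of the ORG genes. The major sperm protein gene msp-142 rose by 2.87 after 15 min (standard error 0.285, adjusted p = 2.62e-05, n = 3 arrays per group), whereas msp-3 fell by 2.69 after 6 h (standard error 0.32, adjusted p = 0.000118). The list was higher after 15 min than after 6 h by a mean of 2.77 (camera, adjusted p = 2.3e-48, and adjusted p = 0.0107 with an estimated correlation). In the same comparison cuticle collagens were higher by 0.71 (adjusted p = 3.64e-39, and adjusted p = 0.00641 with an estimated correlation) and muscle genes by 0.46 (adjusted p = 4.16e-09, and adjusted p = 0.0107 with an estimated correlation), and oocyte and embryo genes fell by 0.36 (adjusted p = 5.22e-07, and adjusted p = 0.00714 with an estimated correlation). The fip and fipr list was higher by 1.06 (camera, adjusted p = 0.000132, and adjusted p = 0.0107 with an estimated correlation). The hypoxia list was higher by 0.51 (adjusted p = 0.00199, and adjusted p = 0.0265 with an estimated correlation). The sperm list had a mean of 1.59 after 15 min (35 genes higher), 0.93 after 1 h (14 higher), -1.17 after 6 h (24 lower) and 0.96 after 1 generation (19 higher). With an estimated correlation its adjusted p was 0.032, 0.0739, 0.0548 and 0.0701 in that order, so that it passed at 15 min alone. The list was chosen from the tables of the study and is not independent evidence.

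For this pattern in wild type, 3 explanations were tested. A single isotonic array did not account for it, since without any 1 of them the mean after 6 h was -1.046 or lower. Scaling that quantile normalization removes did not either, since after that step the mean after 6 h was -1.139 (-1.173 without it). The deposited values had already been normalized with GC-RMA, so this test is limited to scaling left after it. A difference in the stage of the animals between cultures remains possible, since within groups the sperm and hedgehog-related lists had r = 0.004967 over 30 arrays (permutation p = 0.98), which does not decide it, and the oocyte and collagen lists also differed between 15 min and 6 h. The authors sorted the animals through a gate set to exclude larvae.

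Groups of mutants differed as well. The phosphatase gene gsp-3, made in sperm, rose by 5.37 in osm-8, 6.68 in dpy-9 and 6.73 in dpy-10 (standard error 0.291, adjusted p = 4.16e-10 in osm-8), and the hedgehog-related gene wrt-4 by 4.18, 7.66 and 7.47. The means of osm-8, dpy-9 and dpy-10 exceeded those of osm-7 and osm-11 by 3.62 for the sperm list (camera, adjusted p = 1.46e-21, and adjusted p = 0.0942 with an estimated correlation), by 2.04 for cuticle collagens (adjusted p = 2.91e-15, and adjusted p = 0.00218 with an estimated correlation) and by 2.11 for hedgehog-related genes (adjusted p = 2.44e-09, and adjusted p = 0.00287 with an estimated correlation). This grouping of the strains follows the pattern seen on the same arrays and is not the paper's, so these tests are not independent evidence.

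Neither the scaling that quantile normalization removes, after GC-RMA, nor signal shared within gene families accounted for this difference between the strains. The lowest of the 9 differences was 1.241 after quantile normalization and 1.351 without probe sets ending in _x_at or _s_at. Both lowest values were those of hedgehog-related genes in osm-8, and without these probe sets the difference of the sperm list in osm-8 went from 3.029 to 1.836 and its members from 57 to 18, so shared signal may hold part of its size. Fewer animals with oocytes and embryos, as in younger cultures, could account for part of it, since the oocyte and embryo list was lower in each of the 3 strains, by at least the -0.5305 of osm-8 (adjusted p = 3.92e-07, and adjusted p = 0.25 with an estimated correlation; for the 3 strains together adjusted p = 2.36e-10, and adjusted p = 0.141 with an estimated correlation). Animals without an adult cuticle remain undecided, since col-19 was the only adult collagen measured and its test was changed after the value was seen. Its differences were 0.1874 in osm-8, -0.39 in dpy-9 and -0.05 in dpy-10 (SD 0.220, 0.326 and 0.0969), and the fall of over 1 that this explanation needs was seen in none of the 3 strains.

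Over the ORGs, osm-8 lay close to dpy-9 and dpy-10 and apart from osm-7. Without the sperm, cuticle collagen, molting and hedgehog-related genes (47 probe sets removed, 355 left), r of osm-8 with osm-7 was 0.42 and that of osm-8 with dpy-10 was 0.885. That left 14 probe sets of several genes that hold a listed gene, without which the values were 0.475 and 0.883. Another 36 of the remaining ORGs followed the sperm list over the 15 wild type arrays (r over 0.9; a choice over all 30 arrays, also run, includes the mutants and decides nothing), and without these too they were 0.689 and 0.861 (305 probe sets left). The genes of the lists do not account for the distance of osm-8 from osm-7 by themselves, and whether they do together with genes that share the wild type course of the sperm list remains open, since the gap narrowed but did not close.

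The caenacin gene cnc-4 differed between exposures, by 4.14 from 6 h to 1 h (standard error 0.244, adjusted p = 3.44e-07, n = 3 arrays per group).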

How the results depend on the processing

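Directions were kept in nearly all comparisons, and counts moved more than directions. Over the alternatives other than leaving out an array, tests of named genes that had passed on adjusted p did so again in 5244 cases and no longer in 38, list tests in 1900 and 212, and enrichment tests in 254 and 18, while 3 list tests and 4 enrichments reversed. Of those that had not passed, 19 tests of named genes, 53 of lists and 4 of enrichment then did. With 1 array left out, tests of named genes passed again in 18507 cases, no longer in 123 and newly in 15. The search for GATA sites was not run. Signal near the background limits the folds of genes such as gpdh-1, and recovery in simulations was 92% at 4-fold for the 6 h comparison. The causes of the changes below were not tested, except that a lower fold threshold adds calls by construction and that leaving out probe sets leaves fewer to call.

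With the SAM-type statistic, calls were 87 at 1 h, 31 at 6 h and 101 at 1 generation. After quantile normalization, 41.7% of the ORGs had a larger mean change over the 5 mutants than at the wild type peak (46.8% by the reported methods). With 32 added to each intensity there were 186 ORG probe sets, 105, 67, 89 and 63 calls at the exposures in order of time, 137 in osm-7, 603 in osm-8, 214 in osm-11, 1622 in dpy-9 and 2057 in dpy-10, 11 immune genes (cnc, nlp and clec genes higher among the ORGs, 17 by the reported methods), and a similarity difference (mean r with the 4 exposures' mean, osm less dpy mutants) of -0.145 (-0.0935 by the reported methods). Without probe sets ending in _x_at or _s_at there were 196 ORG probe sets, 78, 82, 86 and 72 calls at the exposures, 168 in osm-7, 655 in osm-8, 287 in osm-11, 1918 in dpy-9 and 2234 in dpy-10, 58.2% of ORGs in an osm and a dpy mutant, 40.3% with a larger change, a similarity difference of -0.0643 and 7 immune genes. In that setting the enrichment of nlp in osm-7 became 0, and list means reversed for the Figure 2C genes (-0.19) and histones (0.0528) at 1 generation and for nlp_antimicrobial (-0.17) in osm-11. With no filter, the enrichment of clec became 0.843 in the dpy mutants together, 0.803 in dpy-9 and 0.919 in dpy-10. At a threshold of 2-fold there were 895 ORG probe sets, 487, 392, 424 and 436 calls at the exposures, 644 in osm-7, 2712 in osm-8, 951 in osm-11, 6326 in dpy-9 and 6766 in dpy-10, 74.2% of ORGs in an osm and a dpy mutant, 54.4% with a larger change and 27 immune genes. Against the mean of the 4 exposures, in which opposite changes cancel, 75.9% of ORGs had a larger change. With an estimated correlation, 69 list tests passed, against 194 as reported.

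With 1 array left out, ORG probe sets ranged from 377 to 440, calls at 15 min from 195 to 238, at 1 h from 121 to 173, at 6 h from 171 to 216, at 1 generation from 129 to 201, in osm-7 from 244 to 317, in osm-8 from 1215 to 1256, in osm-11 from 381 to 567, in dpy-9 from 3177 to 3532 and in dpy-10 from 3868 to 4078. The share called in all 5 mutants ranged from 17.2 to 20.8%, that in an osm and a dpy mutant from 63.3 to 67.5%, that with a larger change from 44.4 to 48.8%, the immune genes from 15 to 19, the list tests from 185 to 203, and the similarity difference from -0.135 (without isotonic replicate 3) to -0.0551 (without isotonic replicate 2). With a replicate block, 2 counts moved and 5 named genes lost their call, and the replicate numbers did not pair the arrays (mean r of deviations 0.0084).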

Differences from the paper's values

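The paper's share of ORGs regulated by all 5 osr mutants is 63.5%, and here it was 19.4%. Every alternative set before the data were examined also differed, at 16.7 to 23.0%, as did each array left out, at 17.2 to 20.8%, and 2 alternatives chosen after seeing the values. Figure 1B, which the paper cites for its share, shows the osm mutants as 1 set and the dpy mutants as another. Read as a call in 1 or more mutants, these sets held 1457 and 4288 probe sets here. Over the alternatives set before the data were examined, each number did not differ from that of the figure in 7 and did in 2. On this reading, the matching share is a call in at least 1 osm mutant and at least 1 dpy mutant. It was found for 65.7% of the ORGs here, near the paper's 63.5%. Of 313 single-probe-set rows of Table S1 itself, 61 (19.5%) hold a change of at least 3-fold in all 5 mutant columns, and 218 (69.6%) in an osm and a dpy column.

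The paper gives 3 heat shock protein genes as repressed, and here 0 were called lower. The alternatives set before the data were examined gave 0 to 1 and also differed. Taking the names of Table S1 for probe sets of several genes, which was chosen after seeing the values, gave 3 and dropped none of the genes the paper calls.

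The enrichments of Figure 2B were read by eye. For cnc the paper's values are about 48 for ORGs, about 28 for osm mutants and about 20 for dpy mutants in Fig. 2B, read by eye, and those here were 12.6, 6.76 and 2.33. For nlp the paper's are about 25, about 20 and about 9.5 in Fig. 2B, and those here were 5.17, 3.23 and 1.35. For clec in the dpy mutants the paper's is about 4 in Fig. 2B, and that here was 1.72. All alternatives set before the data were examined differed for these values. The background here was 10350 genes, 1 probe set each, and the paper's is its 13,866 probe sets. For clec, the values for ORGs (5.17) and osm mutants (3.47) did not differ.

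The paper describes a tendency of the changes in the osr mutants to be more robust than in wild type. Against the peak exposure, the median size of the change over the ORGs was larger than the 2.18 of wild type in dpy-9 (2.67) and dpy-10 (3.11) and smaller in osm-7 (1.09) and osm-11 (0.883). In osm-8 it was 2.13, with a median difference of 0.0197 and 51.0% of the ORGs larger, 135 of them larger and 123 smaller in the tests of single probe sets. Against the mean of the 4 exposures, the share of ORGs with a larger change was 51.7% in osm-7, 68.4% in osm-8, 41.0% in osm-11, 76.6% in dpy-9 and 80.8% in dpy-10. The peak favours wild type, on which the ORGs were chosen, and the mean favours the mutants. It dilutes changes at single exposures, and opposite changes cancel in it. The paper places osm-8 with osm-7 and osm-11 and gives the dpy mutants as less similar to the ORGs. Here the changes in osm-8 correlated more with dpy-10 (r = 0.891) than with osm-7 (r = 0.308), where unchanged groups simulated against shared controls gave r = 0.495. Over the ORGs without the sperm, cuticle collagen, molting and hedgehog-related lists these were 0.885 and 0.42, and without those that follow the sperm list in wild type as well, which was chosen after seeing the values, 0.861 and 0.689. With the mean of the exposures r was 0.554 for osm-7, 0.515 for osm-8, 0.423 for osm-11, 0.548 for dpy-9 and 0.634 for dpy-10. By rank (Spearman's rho) these were 0.543, 0.408, 0.416, 0.393 and 0.491, so the order of the strains depends on the measure. Unchanged groups simulated against shared controls gave r between 0.618 and 0.633. Those groups held noise alone, so neither this nor the other simulated r given here sets a level for the measured r. The covariance with the mean was 0.802 to 1.67, against 0.0422 to 0.0432 in the simulations. The simulations cover noise within groups alone, and the ORGs were chosen on the same isotonic arrays. The part of the covariance that shared controls hold is therefore not settled. The order of the strains differed between exposures. After 6 h, r was higher in osm-7 (0.713) and osm-11 (0.569) than in dpy-9 (0.120) and dpy-10 (0.269), as the paper has it, with 0.120 in osm-8 and simulated values of 0.489 to 0.495. At the other exposures it was higher in the dpy mutants than in osm-7 and osm-11, with 0.112 in osm-7, 0.566 in osm-8, 0.00216 in osm-11, 0.607 in dpy-9 and 0.610 in dpy-10 after 15 min, 0.297, 0.353, 0.248, 0.479 and 0.495 after 1 h, and 0.542, 0.649, 0.449, 0.599 and 0.675 after 1 generation, where osm-8 lay above dpy-9, against simulated values of 0.487 to 0.508. The number of genes regulated was larger in both dpy mutants, as the paper states. The paper gives nearly all the immune genes of Figure 2C as upregulated, in osmotic stress and in the osr mutants alike. Here 13 of the 16 were higher at 1 or more exposures, with 4, 7, 9 and 7 at single exposures in order of time. In the mutants, 10 were higher in osm-7, 12 in osm-8, 11 in osm-11, 14 in dpy-9 and 14 in dpy-10, and 10 in all 5. The study chose these genes on the same arrays, so the counts are no independent check. At the exposures, the exceptions were clec-47, lower after 1 generation (-2.17) and in osm-7 (-5.61), clec-5, lower after 6 h (-1.80), and clec-67, called at no exposure, while cnc-4 was both higher and lower.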

Other observations

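Genes of tyrosine degradation rose after 1 h. The dioxygenase gene hpd-1 rose by 3.46 (standard error 0.0822, adjusted p = 1.08e-10, n = 3 arrays per group) and the aminotransferase gene tatn-1 by 1.87, and the mean of 4 genes was 1.82 (camera, adjusted p = 1.82e-09, and adjusted p = 0.00397 with an estimated correlation), with 2 called and the same number adjusted over the list alone. The list was chosen from Table S1 and is not independent evidence. Of 21 glutathione S-transferase genes, gst-4 and gst-10 were called at each exposure, and the mean was 0.63 after 1 generation (adjusted p = 1.47e-06, and adjusted p = 0.00485 with an estimated correlation). Genes of fat metabolism divided, and of 32 genes 7 were among the ORGs, 5 higher and 2 lower at their peak. After 1 generation the lipase gene lipl-5 was higher by 2.18 (limma, adjusted p = 4.89e-09) and the desaturase gene fat-7 lower by 2.22 (adjusted p = 1.31e-07). The list then had a mean of 0.35 (camera, adjusted p = 1.57e-05, and adjusted p = 0.0236 with an estimated correlation). The metallothionein gene mtl-1 rose by 2.22 after 1 generation, 5.60 in osm-11 and 4.39 in dpy-10 (standard error 0.374, adjusted p = 2.7e-08). As a list, the 12 genes of the ER stress response had a mean of -0.51 after 6 h (camera, adjusted p = 4.65e-10, and adjusted p = 0.00485 with an estimated correlation), with 0 called by limma.

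In the mutants, the lysozyme gene lys-7 rose by 4.12 in osm-11 (standard error 0.187, adjusted p = 2.9e-10, n = 3 arrays per group), and the mean of 12 lysozyme genes there was 2.28 (adjusted p = 8.03e-10, and adjusted p = 0.0487 with an estimated correlation). The saposin-like list had a mean of 1.33 in osm-8 (adjusted p = 5.68e-06, and adjusted p = 0.0274 with an estimated correlation), and the fip and fipr list one of 2.34 in dpy-10 (adjusted p = 0.0178, and adjusted p = 0.0624 with an estimated correlation), with fip-1 higher by 5.84. The RNA-binding gene oma-2 fell by 3.22 in dpy-10 (standard error 0.142, adjusted p = 1.11e-11), and of 23 oocyte and embryo genes 23 were lower in dpy-10 (mean -2.35) and 21 in dpy-9 (mean -1.94). The molting gene mlt-8 rose by 4.23 in osm-8 and by 6.07 in dpy-10, and the mean of 15 molting genes was 2.43 in dpy-10 (adjusted p = 0.000562, and adjusted p = 0.122 with an estimated correlation). Of 5 vitellogenin genes, 3 were lower in dpy-9 (mean -1.61, adjusted p = 0.0108, and adjusted p = 0.26 with an estimated correlation). The GATA factor gene elt-3 was called higher in osm-8 (1.91), osm-11 (1.64) and dpy-10 (2.06). In osm-7 (1.40) and dpy-9 (1.34) it rose by less than 3-fold (limma, adjusted p = 0.0014 and 0.000229). In wild type its rises were also under 3-fold, from 0.84 after 6 h to 1.36 after 1 generation. The adjusted p in limma was 0.0203 after 6 h and at most 0.00346 at the other exposures. The list of 7 GATA factors passed in 0 of the 9 comparisons.

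For UDP-glucuronosyltransferases the mean was 1.29 in dpy-10 (adjusted p = 0.000425, and adjusted p = 0.198 with an estimated correlation), for cytochromes P450 0.75 in osm-11 (adjusted p = 3.8e-05, and adjusted p = 0.137 with an estimated correlation), for the metal response 1.43 in osm-11 (adjusted p = 0.000174, and adjusted p = 0.0548 with an estimated correlation) and for the hypoxia response 1.91 in dpy-10 (adjusted p = 0.00826, and adjusted p = 0.0549 with an estimated correlation). Intestinal genes had a mean of 0.55 after 1 generation (adjusted p = 3.71e-08, and adjusted p = 0.0196 with an estimated correlation), muscle genes one of 0.51 after 1 h (adjusted p = 2.21e-08, and adjusted p = 0.0191 with an estimated correlation) and neuronal genes one of 0.59 in osm-11 (adjusted p = 0.00211, and adjusted p = 0.0269 with an estimated correlation). Means were -0.17 for ribosomal proteins in osm-11 (adjusted p = 0.000943, and adjusted p = 0.465 with an estimated correlation), -0.74 for the proteasome in dpy-10 (adjusted p = 1.52e-05, and adjusted p = 0.255 with an estimated correlation), -0.16 for histones after 1 generation (adjusted p = 0.0268, and adjusted p = 0.229 with an estimated correlation) and -0.33 for F-box genes in osm-8 (adjusted p = 0.035, and adjusted p = 0.254 with an estimated correlation). The 3 genes the paper uses as references for PCR passed in 0 comparisons as a list, while clh-3 was lower in dpy-10 (-1.66, adjusted p = 3.78e-05), and the 4 measured genes mutated in the strains had a mean of 1.42 in osm-8 (adjusted p = 0.0111, and adjusted p = 0.0549 with an estimated correlation).

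Arrays were regrouped at random into 100 groupings, the real one included, and for 3 results only the real one reached its own count. The highest other count was 108 against the 402 ORG probe sets, 0 against the 17 cnc, nlp and clec genes higher among the ORGs, and 1 against the 78 ORGs called in all 5 mutants. The other groupings mix arrays of different conditions, which widens the spread within groups, so low counts are largely built in. They do not exclude chance. For the 194 list tests, 3 of 100 groupings, the real one included, gave as many, and 209 was the highest other count. For each comparison of 3 arrays with 3, only 10 groupings exist, too few for a share under 0.05, and the highest other count was 0 or 1 against 216 at 15 min, 159 at 1 h, 189 at 6 h, 164 at 1 generation, 293 in osm-7, 1220 in osm-8, 471 in osm-11, 3330 in dpy-9 and 3926 in dpy-10.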
